A study of Homo sapiens with 17 samples. Its data were reported in "Functional Characterization of D9, a Novel Deazaneplanocin A (DZNep) Analog, in Targeting Acute Myeloid Leukemia (AML)" (2015).

How the data were processed

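Expression was measured on Illumina Human HT-12 V4.0 bead arrays, 1 array per cell line and condition, in 6 human acute myeloid leukaemia cell lines left untreated or given 1 or 5 µM D9 for 48 h. The deposited table of raw values holds probe intensity on a linear scale for 17 arrays, summarised by the authors in GenomeStudio, whose version is not given in the sources used here, with no normalization between arrays. Its values run from 0 to 34388.2 with array medians of 53.9 to 67.4, and it carries no detection p-values and no control probes. A second deposited table holds log2 values that the authors made from the same arrays in GeneSpring, whose settings are not given in the sources used here. They could be rebuilt within 0.00061 as the log2 signal minus each array's 75th percentile and minus each probe's median over the arrays. In that table the medians of the KG-1a arrays were -0.0574 untreated, -0.211 at 1 µM and -0.18 at 5 µM, and those of MOLM-14 0.131, 0.0983 and 0. The medians of these lines thus moved by over 0.1 between arrays, while quantile normalization gives all arrays a common distribution. No column of either table was without a sample.

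The raw table was the main source. Signals were background-corrected with limma's normexp method and an offset of 50, quantile-normalized and put on the log2 scale. Probes with a mean log2 level above the 40th percentile of all probes (6.16) were kept, 28394 of 47323, since the preferred filter and correction need detection p-values. On the array 30113 probes had 1 gene symbol, 8 had several and 17202 had none, and 30074 symbols were updated by their gene number from the reference table. Of the tested probes 19542 had 1 symbol, covering 14337 genes.

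For each line the effect of D9 was the mean log2 of its treated arrays minus its own untreated array. MV-4-11 had a 1 µM array only. The pairing comes from the cell line named in the sample titles: the untreated and 1 µM arrays of a line had correlations of 0.853 to 0.942 after the mean of each dose and class was taken off each probe, and within a line no pair of arrays had a correlation below 0.978, against at most 0.956 between lines. Lines were placed in the sensitive class (TF-1, MOLM-14, MV-4-11) or the resistant class (THP-1, Mono-Mac-1, KG-1a) by the series' design text. The files name no chip or date, so no batch could be tested.

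Line effects were fitted in limma (lmFit, eBayes) with 1 value per line, 6 lines in a single fit with 4 residual degrees of freedom. The contrasts were the sensitive mean, the resistant mean, their difference and the mean of both classes. The doses were compared by a fit of 5 minus 1 µM in 5 lines, and untreated cells by a fit of 3 against 3 untreated arrays. Probes with a Benjamini-Hochberg adjusted p under 0.10 within a contrast were called. The 34 gene lists, with 581 of 686 genes measured, were tested with camera at a preset correlation of 0.01 on the brightest tested probe per gene, adjusted over the lists of a contrast, and again with an estimated correlation. The lists were written from general knowledge of pathways and blood lineages, and those for PI3K-AKT components and ERK output genes follow pathways that the study linked to these arrays, and that for integrins a theme of its second array series, so they are not independent of the study. The number of probes changed at least 2-fold per array was compared between classes by an exact permutation test over 6 lines. Genes are not independent replicates, and the number of arrays limits the precision of each value.

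Genes were named by a rule. For each contrast these were the genes with the largest change, up to 10 higher and 10 lower (15 for the sensitive lines), among called probes moving the same way in every line. Probes without a gene symbol and uncharacterised symbols were left out. Where fewer than 5 passed in a direction, the probes with the smallest p were given as values. EZH2, BCL2L11, BIRC5 and AHCY were named whatever their values, with up to 4 members of each passing list with the largest change. Called members of the lists beyond that rule, and second probes of a named gene, were added after their values were seen. The lists, groups, contrasts, tests, naming rule and most alternatives were fixed before the data were examined.

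Alternatives were the authors' log2 values, no background correction, median scaling, an offset of 16, no filter, a filter at the 60th percentile, a threshold of 0.05, either dose alone, no pairing, every array within its line as a block, and leaving out each line. The class difference was also tested with significance analysis of microarrays (an own implementation, 100 permutations, 10% false discovery rate) on 11 treated-minus-untreated columns. It was tested too with Student's t-test, which the study's methods name as their general test. For the classes on its arrays the study used significance analysis of microarrays. A change of the neqc offset, a filter on detection p-values and a chip block were planned and not run, since the tables carry no detection p-values and name no chip.

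Each fit was tested on simulated arrays with 200 of 28394 probes changed, 100 by 2-fold and 100 by 4-fold. The spread was that estimated for each probe's D9 effect between lines, and untreated levels were the real ones except in the untreated fit. There each line got the probe's mean untreated level plus that same spread, so the real spread between untreated lines was not simulated. The recovery and false calls of the untreated fit therefore do not measure its power on the real arrays. For the sensitive, resistant, difference, all-line, dose and untreated fits, 96%, 94%, 84%, 98%, 100% and 84% of 2-fold changes were recovered, with 100% of 4-fold changes in each. False calls made up 14%, 10.6%, 7.54%, 15%, 9.5% and 12.8% of calls, and with no change simulated the fits made 0 calls except 1 for the difference. That run kept the real untreated arrays, so its 0 for the untreated fit is the real result. In a test of the normalization, a true log2 change of 2 was read as 1.87 when up and -1.7 when down, so large changes are read smaller. In the simulation of the gene list test, the 1 raised list was found and 0 others. Its genes varied independently, so it cannot show how the preset test behaves where the genes of a list move together. Significance analysis of microarrays called 1 probe with independent columns and no change, 161 with 200 changed probes, and 2635 with no class effect where both doses of a line shared that line's effect.

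R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9 were used. The study's protein, viability, patient and animal measurements and its second array series were not analysed here.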

Results

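Messenger RNA was measured on 17 bead arrays in 6 human acute myeloid leukaemia cell lines after 48 h with or without D9, an analog of the S-adenosylhomocysteine hydrolase inhibitor 3-deazaneplanocin A. The sensitive class held TF-1, MOLM-14 and MV-4-11, and the resistant class held THP-1, Mono-Mac-1 and KG-1a. Each line had 1 untreated array and 1 array at 1 µM, and 5 lines also had 1 array at 5 µM. MV-4-11 was measured at 1 µM only, so its effect is that of the lower dose. The cell line was the replicate, with 3 lines per class, and there were no repeat arrays of a line at a dose, so the number of arrays limits the precision of every value. Median raw signals lay between 53.9 and 67.4 per array. The lowest signal was between 30.2 and 35.4 on the TF-1 and THP-1 arrays, while most arrays of the other 4 lines held a signal of 0, and these sets each hold lines of both classes. Changes below are log2 D9 minus untreated, with the standard error of the model, and a line with both doses enters with their mean.

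The question of what D9 did irrespective of class was addressed over all 6 lines. The small nucleolar RNA SNORD13 (ILMN_1892403) rose by 2.12 ± 0.35 (adjusted p = 0.0383) and N4BP2L2 (ILMN_1737561) rose by 1.58 ± 0.29 (adjusted p = 0.0449), each in 6 of 6 lines. Whether the SNORD13 probe read the mature small RNA or a longer transcript was not tested. HSPA5 (ILMN_1773865), the main chaperone of the endoplasmic reticulum, rose by 1.23 ± 0.12 (adjusted p = 0.0109), and the forkhead factor FOXD4 rose by 1.24 ± 0.13 (adjusted p = 0.0152). RGS2, a brake on G-protein signalling, rose by 1.14 ± 0.24, the histone genes H2AC18 and H2BC12 by 1.10 ± 0.20 and 1.03 ± 0.26, FOXD4L1 by 1.07 ± 0.14 and GAPT by 1.02 ± 0.23. The zinc transporter gene SLC39A3 rose by 1.28 ± 0.10 on ILMN_1746986, but its brighter probe ILMN_2234970 fell by 0.65 ± 0.07 (adjusted p = 0.0179), so the gene has no single direction.

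Among the genes that fell in 6 of 6 lines, PCLAF (ILMN_2285996), a partner of the replication clamp PCNA, changed by -1.53 ± 0.23 (adjusted p = 0.0326). A second PCLAF probe fell by 0.92, and the third and brightest, ILMN_2412521, read 0.03. ANKMY1 (ILMN_1675483) fell by 1.21 ± 0.08 (adjusted p = 0.0054), IMPDH2, the rate-limiting enzyme of guanine nucleotide synthesis, by 1.15 ± 0.13 (adjusted p = 0.0175), and EXOSC6, a subunit of the RNA exosome, by 0.94 ± 0.06 (adjusted p = 0.0054). CHLSN fell by 1.19 ± 0.17, SNORA61 by 1.07 ± 0.20, ZNF280D by 1.06 ± 0.09, POGLUT3 by 0.97, TYSND1 by 0.96 and GAMT, which makes creatine, by 0.96. The plot of single genes by cell line shows these values for each line.

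**Figure D1:**
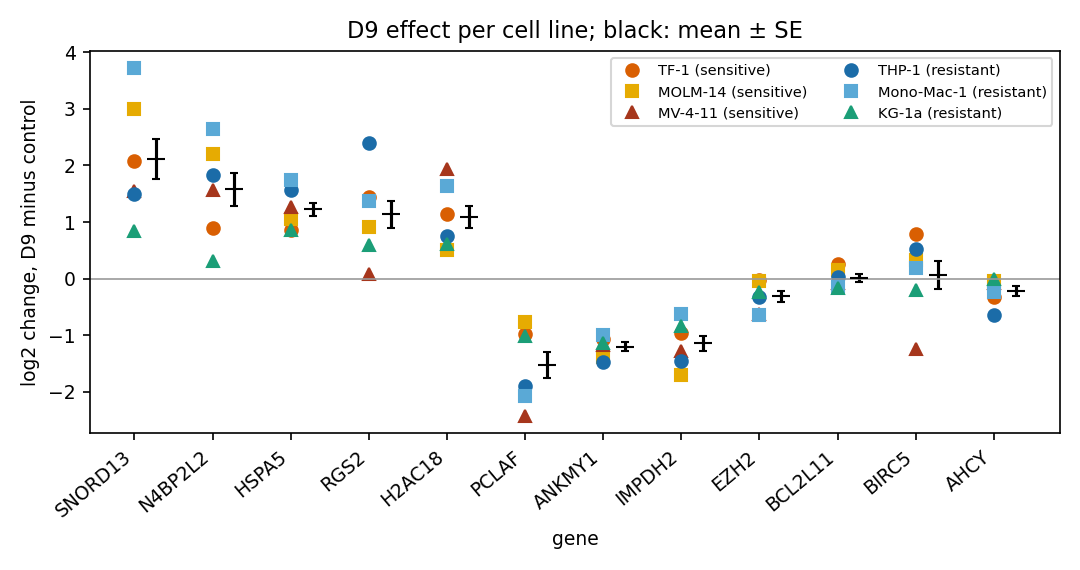
Log2 change with D9 (y axis, log2 units) of 12 genes (x axis), with 1 point per cell line and the mean ± SE over the 6 lines in black. SNORD13, N4BP2L2, HSPA5, RGS2 and H2AC18 lie above 0 in 6 of 6 lines, PCLAF, ANKMY1 and IMPDH2 below 0 in 6 of 6 lines, and BIRC5 runs from -1.24 in MV-4-11 to 0.79 in TF-1.

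Over the 6 lines, limma called 1588 of 28394 probes at an adjusted p under 0.10, 790 higher and 798 lower, and 5414 had an unadjusted p under 0.05. Of the 1588, 1342 moved the same way in all 6 lines (644 higher, 698 lower), 16 rose and 8 fell at least 2-fold, and the median size was 0.41. The count was 512 without TF-1, 869 without THP-1, 108 without Mono-Mac-1 and 584 without MV-4-11. It was 890 with median scaling, 514 with the 1 µM arrays alone, 5 with no pairing by line and 4547 with every array counted as a replicate within its line.

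Genes of the cell cycle were lower as groups. Of 30 measured genes of S phase and DNA replication, 29 lay below 0 with a median of -0.42 (adjusted p = 1.01e-06, and adjusted p = 0.546 with an estimated correlation), and 0 passed over all probes by limma, against 15 lower and 1 higher adjusted over the list alone. CDC45, a part of the replicative helicase, read -0.92 ± 0.27 (adjusted p = 0.125) and another of its parts, MCM4, -0.75 ± 0.24 (adjusted p = 0.150). Of 27 mitosis genes, 26 lay below 0 with a median of -0.41 (adjusted p = 1.82e-05, and adjusted p = 0.593 with an estimated correlation). HMMR, a spindle-associated protein, fell by 0.82 ± 0.20 (adjusted p = 0.0867), the 1 mitosis gene past the test. The S phase median was -1.39 in MV-4-11, -0.87 in Mono-Mac-1, -0.24 in THP-1, -0.11 in KG-1a, -0.11 in MOLM-14 and 0.05 in TF-1. For mitosis it was -1.51 in MV-4-11, -0.76 in Mono-Mac-1, -0.20 in KG-1a, -0.10 in THP-1, -0.06 in MOLM-14 and 0.24 in TF-1.

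Growth and metabolic groups were also lower. Of 21 genes of ribosome biogenesis and MYC targets, 17 lay below 0 with a median of -0.26 (adjusted p = 0.000414, and adjusted p = 0.497 with an estimated correlation), and 4 fell, among them the nucleolar proteins NOP56 at -0.65 ± 0.10 and NOP16 at -0.48 ± 0.10. Of 18 cholesterol and fatty acid synthesis genes, 15 lay below 0 (median -0.21, adjusted p = 0.00723, and adjusted p = 0.593 with an estimated correlation), and the fatty acid synthase gene FASN fell by 0.68 ± 0.13. The list median lay below 0 in 3 lines only, at -0.56 in Mono-Mac-1, -0.37 in MOLM-14 and -0.29 in MV-4-11, against 0.07 to 0.09 in the others. The ribosome biogenesis median lay below 0 in 4 lines and at 0.01 in THP-1 and 0.03 in KG-1a. In the methionine and S-adenosylhomocysteine cycle, the pathway of the enzyme that the parent compound inhibits, 11 of 13 genes lay below 0 (median -0.12, adjusted p = 0.0197, and adjusted p = 0.497 with an estimated correlation). CBS, which draws homocysteine into cysteine synthesis, fell by 1.07 ± 0.27 and MAT2A, which makes S-adenosylmethionine, by 0.58 ± 0.08. Lists for heat shock (median -0.24), housekeeping (-0.24), cytoplasmic ribosomal proteins (-0.10), ERK output (-0.10) and oxidative phosphorylation (-0.09) were lower at adjusted p = 0.032, 0.0121, 0.0153, 0.0637 and 0.0197. Their adjusted p was 0.593, 0.497, 0.497, 0.679 and 0.497 with an estimated correlation, and HSPD1 at -0.50, GAPDH at -0.30 and SPRED1, an inhibitor of RAS signalling, at -0.41 fell. The ERK output median lay above 0 in TF-1 (0.209) and KG-1a (0.03). It was -0.07 in THP-1, -0.254 in MOLM-14, -0.258 in MV-4-11 and -0.295 in Mono-Mac-1, a resistant line. That list lost its call in 7 of 18 alternatives. The heat shock median was 0.09 in TF-1, and that list lost its call in 3 of 18.

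Histone genes went the other way, with 18 of 21 above 0 and a median of 0.23 (adjusted p = 0.000564, and adjusted p = 0.497 with an estimated correlation). Of these, 5 rose, including H1-10 at 0.65 ± 0.13, and H2BC9 fell by 0.65. Of 16 FOXO targets, 15 lay above 0 (median 0.11, adjusted p = 0.00208, and adjusted p = 0.497 with an estimated correlation), and the transcriptional coregulator CITED2 (0.96 ± 0.16), the ubiquitin ligase gene FBXO32 (0.60 ± 0.10) and PIK3IP1 (0.39) rose. Of 21 genes of autophagy and the lysosome, 14 lay above 0 (median 0.18, adjusted p = 0.0242, and adjusted p = 0.497 with an estimated correlation) and 6 rose, led by the lysosomal proteases CTSB (0.71 ± 0.16) and CTSD (0.69 ± 0.14). Monocyte and granulocyte differentiation genes lay above 0 in 23 of 26 cases (median 0.14, adjusted p = 0.0116, and adjusted p = 0.497 with an estimated correlation), with the list median below 0 in TF-1 and MV-4-11, and the granulocytic factor CEBPA rose by 0.53 ± 0.11, with CSF1R (0.37) and CSF3R (0.35).

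Antigen presentation and inflammatory genes were higher too. MHC class II genes lay above 0 in 11 of 12 cases (median 0.28, adjusted p = 0.0197, and adjusted p = 0.593 with an estimated correlation), and the peptide-loading genes HLA-DMA and HLA-DMB rose by 0.67 ± 0.18 and 0.65 ± 0.14. The class II median lay below 0 in TF-1 and KG-1a. MHC class I genes lay above 0 in 10 of 12 cases (median 0.13, adjusted p = 0.0147, and adjusted p = 0.497 with an estimated correlation), with HLA-F (0.56), HLA-E (0.51) and HLA-C (0.38) rising. Interferon-stimulated genes had a median of 0.08 with 21 of 24 above 0, and cytokines and chemokines a median of 0.11 with 20 of 24 above 0. Their adjusted p was 0.0147 and 0.0153, and adjusted p = 0.508 and 0.497 with an estimated correlation. IRF7 (0.56 ± 0.10), ISG15 (0.55 ± 0.13), the neutrophil chemoattractant gene CXCL8 (0.72 ± 0.12) and IL18 (0.33) rose. Stem and progenitor markers had a median of 0.11 (adjusted p = 0.0254, and adjusted p = 0.497 with an estimated correlation). The member past the test, CD38, fell by 0.50 ± 0.10. Its absence by flow cytometry is part of how the study defined stem-like cells in TF-1a, a line not measured here. The study reported that D9 at nanomolar doses depleted those cells. The messenger RNA values here, from other lines at higher doses, do not address that.

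The other 15 lists did not pass over the 6 lines. The PRC2 complex, which holds the EZH2 methyltransferase, had a median of -0.16 (adjusted p = 0.233), PI3K-AKT components -0.05 (adjusted p = 0.633), the pro-apoptotic BCL2 family 0.01 (adjusted p = 0.70), p53 targets 0.03 (adjusted p = 0.365) and genes linked to DZNep or EZH2 loss 0.09 (adjusted p = 0.134). Single members still passed. Of the pro-apoptotic genes BAX fell by 0.41, BNIP3 by 0.39, PMAIP1 by 0.31 (-0.67 in resistant and 0.05 in sensitive lines) and BID by 0.29, while BMF rose by 0.67. In the ATF4 and unfolded protein response list XBP1 fell by 0.40, TRIB3 by 0.40 and DDIT3 by 0.38, and HSPA5 rose by 1.23. The p53 target ZMAT3 rose by 0.63 and JARID2 by 0.44. Medians of the remaining 10 lists lay between -0.10 for metallothioneins and 0.06 for integrins and anti-apoptotic genes.

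**Figure D2:**
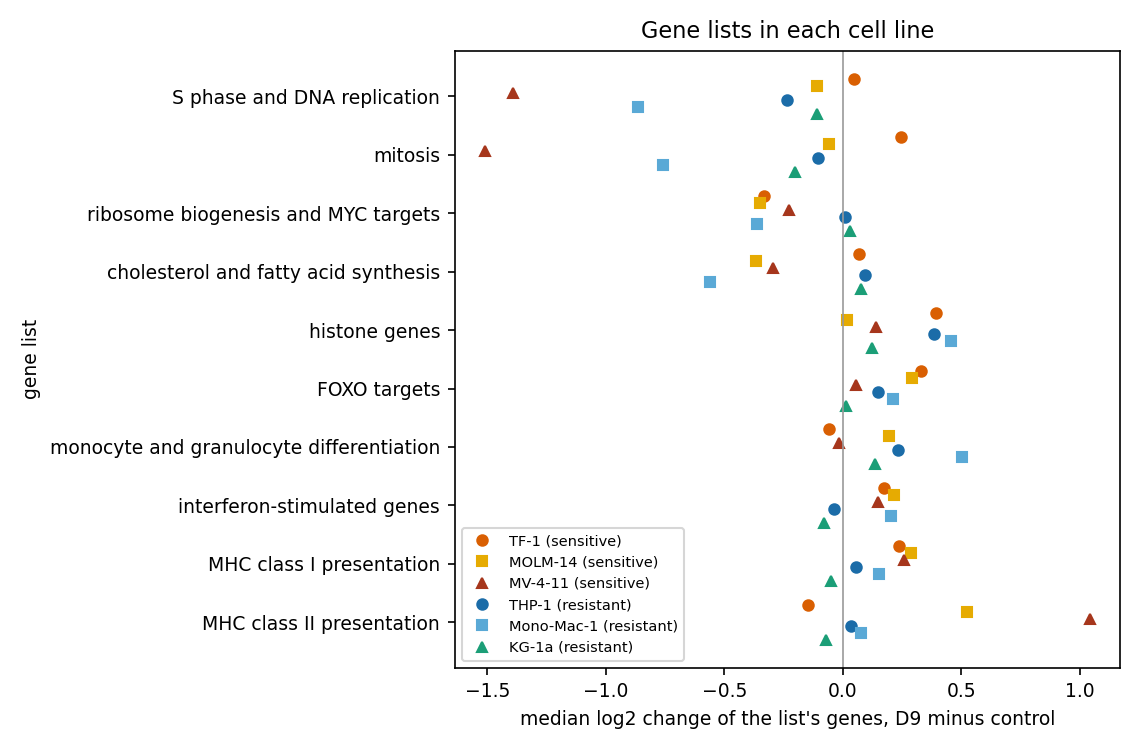
Median log2 change with D9 (x axis, log2 units) of the genes of 10 lists (y axis), with 1 point per cell line. The S phase and mitosis medians of MV-4-11 (-1.39 and -1.51) and Mono-Mac-1 (-0.87 and -0.76) stand apart from the other 4 lines, and MHC class II genes reach 1.04 in MV-4-11.

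On its brightest probe, ILMN_1708105, EZH2 lay below 0 in 6 of 6 lines at -0.32 ± 0.10 without passing the test (adjusted p = 0.139). Of its other probes ILMN_1652913 read 0.08 in KG-1a and ILMN_2364529 read 0.11 in MOLM-14, with means of -0.22 and -0.33. AHCY, the S-adenosylhomocysteine hydrolase gene, read -0.22 ± 0.09 (adjusted p = 0.233) and BCL2L11, which codes for the pro-apoptotic protein BIM, 0.01 ± 0.07 (adjusted p = 0.960). BIRC5, which codes for survivin, read 0.06 ± 0.24 (adjusted p = 0.931) with -1.24 in MV-4-11. Its dimmer probe ILMN_1803124 read -0.06 ± 0.13, with -0.16 in MOLM-14 against 0.34 on the brighter probe. The dimmer BCL2L11 probes ILMN_1766541 and ILMN_1774997 read 0.06 and -0.02, the latter with 0.16 in sensitive and -0.21 in resistant lines. The study measured EZH2, BIM and survivin as protein. None of these genes passed by limma within either class, and the difference between classes had an adjusted p of 0.999 for each.

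In the sensitive lines (n = 3), IRF2BP2, a transcriptional corepressor, rose by 1.14 ± 0.12 (adjusted p = 0.0569) and SERPINI1, a serine protease inhibitor, by 0.79 ± 0.08 (adjusted p = 0.0569). ANKMY1 fell by 1.21 ± 0.11, EXOSC6 by 1.09 ± 0.09, SSU72, a phosphatase of RNA polymerase II, by 1.04 ± 0.09 and the mitochondrial chaperonin gene HSPE1 (ILMN_2092536) by 0.98 ± 0.09, each at adjusted p = 0.0457. ZNF280D fell by 1.16 ± 0.13 (adjusted p = 0.0968). ANKRD28 (1.02) and SAMSN1 (0.75) were next at adjusted p = 0.116, and the other HSPE1 probe, ILMN_1803775, read -0.45 ± 0.20.

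In the sensitive lines 17 of 34 lists passed the preset test (8 higher, 9 lower), with adjusted p of at least 0.471 for each under an estimated correlation. Ribosome biogenesis and MYC targets (median -0.34, 17 of 21 below 0, adjusted p = 2.23e-06), S phase genes (-0.52, 28 of 30 below 0, adjusted p = 6.01e-06) and mitosis genes (-0.46, 27 of 27 below 0, adjusted p = 1.12e-05) were lowest. FOXO targets had a median of 0.21 (adjusted p = 0.000103), with CITED2 at 1.06 and TXNIP, a thioredoxin inhibitor, at 0.62, and MHC class II genes a median of 0.60 (adjusted p = 0.00104), with HLA-DPA1 at 1.02. The class II median was -0.15 in TF-1, and without MV-4-11 the list lost its call (adjusted p = 0.148, range over all alternatives 1.29e-08 to 0.609). Without MV-4-11 the S phase and DNA replication list lost its call (median -0.03, adjusted p = 0.725) and the mitosis genes turned to the other direction (adjusted p = 0.548). Over all alternatives the adjusted p ran from 5.99e-11 to 0.751 for S phase and from 5.99e-11 to 0.627 for mitosis.

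By limma, 9 probes changed in the sensitive lines (3 higher, 6 lower), and 3525 had an unadjusted p under 0.05. The count was 0 without TF-1, MOLM-14, MV-4-11 or Mono-Mac-1, 3 without THP-1 and 5 without KG-1a. With 1 dose alone it was 0, with the authors' deposited normalized values 93, with no background correction 57 and with every array counted within its line 1169.

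In the resistant lines (n = 3), HSPA5 rose by 1.39 ± 0.17 (adjusted p = 0.0789), FOXD4 by 1.34 ± 0.19 (adjusted p = 0.0912) and the leukocyte gene LST1 (ILMN_1718936) by 1.26 ± 0.13 (adjusted p = 0.0697). MMP25, a membrane-bound metalloprotease of leukocytes, rose by 1.05 ± 0.14, SAP18, part of a histone deacetylase complex, by 0.90 ± 0.13, RAB3GAP1 by 0.77, RRN3P2 by 0.73 and COL15A1 by 0.95 at a mean level of 6.44, close to the filter level of 6.16. SLC39A3 (1.40) and DCUN1D5 (0.83) rose on 1 probe each, with the other 2 probes of each gene below 0. CCDC26, a long noncoding RNA, fell by 1.05 ± 0.15, ANKMY1 by 1.21, SNORD80 by 1.03, ZNF280D by 0.97, HSPE1 by 0.89 and CALML4 by 0.82. EXOSC6 fell by 0.80, CPT2, which serves mitochondrial fatty acid oxidation, by 0.71, GMPS, the last enzyme of guanine nucleotide synthesis, by 0.68 ± 0.09 and PIR by 0.67.

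Of 34 lists, 13 passed the preset test in the resistant lines (5 higher, 8 lower), and each had an adjusted p of 0.702 with an estimated correlation. Histone genes (median 0.30, 19 of 21 above 0, adjusted p = 0.000101) and monocyte and granulocyte differentiation genes (0.20, 21 of 26 above 0, adjusted p = 0.000455) were higher, with H2BC5 at 1.09 and the calprotectin gene S100A8 at 0.96. Cytokines and chemokines (0.23, adjusted p = 0.00383) and stem and progenitor markers (0.21, adjusted p = 0.00522) were also higher, with IGLL1 at 1.26 and GATA2 at 0.84. S phase genes (median -0.37, 28 of 30 below 0, adjusted p = 0.000101) were lower. Without Mono-Mac-1, cholesterol synthesis (adjusted p = 0.934) and hypoxia genes (adjusted p = 0.989) turned to the other direction.

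By limma, 44 probes changed in the resistant lines (24 higher, 20 lower), and 3341 had an unadjusted p under 0.05. The count was 0 without THP-1, Mono-Mac-1, TF-1, MOLM-14 or MV-4-11 and 55 without KG-1a. With the 1 µM arrays alone it was 0, with median scaling 7, with the authors' deposited normalized values 116 and with every array counted within its line 1658. Of the 9 probes called in the sensitive lines, 7 were also called in the resistant lines with the same direction, but both contrasts share 1 variance estimate per probe, so no chance value is given.

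The comparison of the D9 response between the classes addresses which genes go with sensitivity. No probe passed by limma (smallest adjusted p = 0.999), so the following are values, not changes. The largest gaps with the smallest p were FAM76B (0.76 ± 0.15), the pro-apoptotic gene PMAIP1 (0.73 ± 0.15), CLDND1 (0.69 ± 0.15), SDE2 (0.68 ± 0.15) and DNAJB4 (0.59 ± 0.13), higher in sensitive than in resistant lines. PMAIP1 read 0.05 in sensitive and -0.67 in resistant lines. LST1 (-0.90 ± 0.18), COL15A1 (-0.80 ± 0.18), the planar polarity gene PRICKLE1 (-0.71 ± 0.13), ALDH7A1 (-0.50 ± 0.12) and NACC2 (-0.48 ± 0.11) were lower.

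Between the classes limma called 0 of 28394 probes, 755 had an unadjusted p under 0.05, and the 3 lines of each class did not overlap for 2186 probes (7.70%), where chance gives 10%. Significance analysis of microarrays, run on the 11 treated-minus-untreated columns with the doses as separate samples, called 556 probes (334 higher, 222 lower), and on 1 column per line it called 0. The methods' t-test on 3 against 3 lines gave 946 probes at an unadjusted p under 0.05 and 0 after adjustment. Of the 1588 probes called over all lines, 1587 had the same direction in both classes, and across 28394 probes, which are not independent replicates, the class means had a Pearson r of 0.614 and a Spearman rho of 0.488. Effects of lines of the same class correlated no better (mean r = 0.254) than those of different classes (0.315), with 10 of 10 splits at least as high (exact p = 1, smallest possible 0.1).

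**Figure D3:**
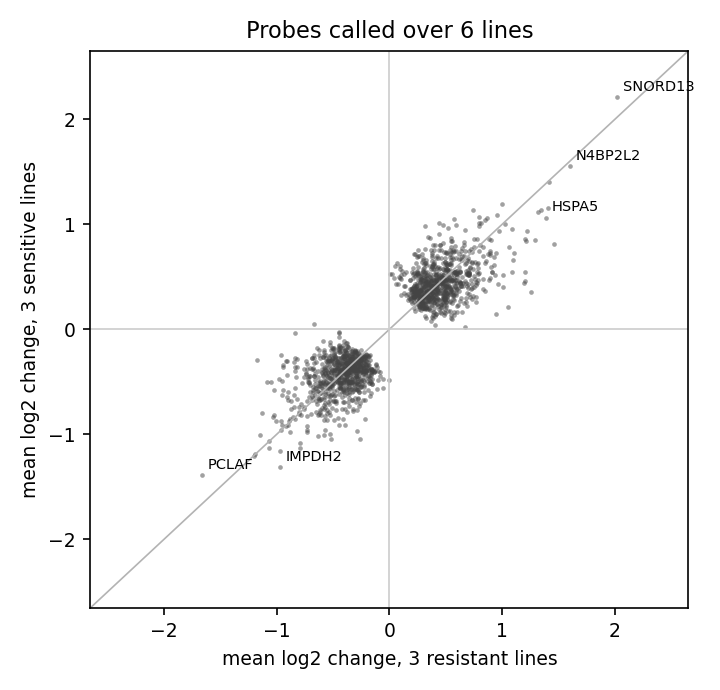
Mean log2 change of the 3 sensitive lines (y axis) against that of the 3 resistant lines (x axis), both in log2 units, for the 1588 probes called over 6 lines, with the line of equal change. All but 1 of the points lie in the 2 quadrants where both classes share a direction, which selection by the mean of both classes favours.

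Some gene groups differed between the classes under the preset test, 12 of 34 in all (5 higher and 7 lower in sensitive lines), and their adjusted p ranged from 0.530 to 0.823 with an estimated correlation. Ribosome biogenesis and MYC targets were lower in sensitive lines (median difference -0.24, 18 of 21 below 0, adjusted p = 0.000372, and adjusted p = 0.530 with an estimated correlation), with MRTO4 at -0.53 and NOP16 at -0.44. The classes overlapped, since the list median was -0.36 in Mono-Mac-1, a resistant line, against -0.35 in MOLM-14, -0.33 in TF-1 and -0.23 in MV-4-11. MHC class II genes (0.45, adjusted p = 0.00894) and MHC class I genes (0.24, 10 of 12 above 0, adjusted p = 0.00894) were higher, with adjusted p = 0.719 and 0.530 with an estimated correlation. The class II list lost its call in 5 of 18 alternatives (median from 0.12 to 0.58) and the class I list in 3 of 18 (0.14 to 0.27). HLA-DPA1 differed by 1.07 ± 0.50 and CD74, the class II invariant chain, by 0.98 ± 0.65, and the class II median was 1.04 in MV-4-11, 0.52 in MOLM-14 and -0.15 in TF-1. Monocyte and granulocyte differentiation genes were lower in sensitive lines (-0.15, adjusted p = 0.0106, and adjusted p = 0.530 with an estimated correlation), with CD86 at -0.75 and S100A8 at -0.68. S phase genes (-0.05, adjusted p = 0.71), mitosis genes (-0.11, adjusted p = 0.308), the pro-apoptotic BCL2 family (0.18, adjusted p = 0.112), PI3K-AKT components (0.03, adjusted p = 0.71) and ERK output genes (0.01, adjusted p = 0.896) did not pass. These results depended on the setting for 4 of the 5 lists. Mitosis and S phase genes were lower in sensitive lines without TF-1, Mono-Mac-1 or MOLM-14, and mitosis genes also at 1 µM alone, but higher at 5 µM alone or without MV-4-11. MV-4-11 has no 5 µM array, so the 5 µM setting also leaves that line out and does not separate dose from line. Their adjusted p ran from 7.69e-10 to 0.994 for mitosis and from 5.74e-07 to 0.994 for S phase. The pro-apoptotic family passed in 4 of 18 alternatives (adjusted p from 0.0287 to 0.530) and ERK output genes in 1, without TF-1 (from 0.0453 to 0.994).

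The size of the response varied more within than between classes. At 1 µM the number of probes changed at least 2-fold was 642 in MV-4-11, 392 in THP-1, 237 in Mono-Mac-1, 93 in TF-1, 45 in MOLM-14 and 33 in KG-1a. The mean was 260 ± 332 (SD, n = 3) in sensitive and 221 ± 180 (SD, n = 3) in resistant lines, a difference of 39.3 (exact two-sided permutation p = 0.8, smallest possible 0.1). The difference was -151.7 without MV-4-11 and -54.5 without KG-1a, but 146.8 without MOLM-14, 125 without THP-1, 122.8 without TF-1 and 47.5 without Mono-Mac-1.

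**Figure D4:**
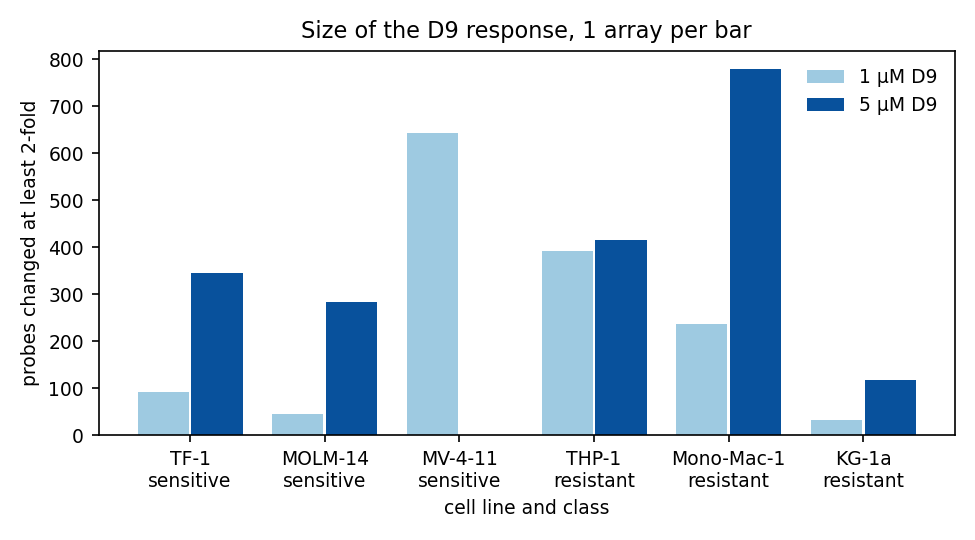
Number of probes changed at least 2-fold against the untreated array (y axis, of 28394 probes) for each cell line and class (x axis), with 1 bar per treated array, light for 1 µM and dark for 5 µM. Counts run from 33 in KG-1a at 1 µM to 779 in Mono-Mac-1 at 5 µM, and MV-4-11 has a bar at 1 µM only.

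The higher dose was compared with the lower dose in the 5 lines that had both. IFIT2, an interferon-induced protein, rose by 0.79 ± 0.08 (adjusted p = 0.00654) and PLIN2, a coat protein of lipid droplets, by 0.74 ± 0.08 (adjusted p = 0.00654) from 1 to 5 µM, each in 5 of 5 lines. H2AC18 rose by 0.63, TNFAIP3, an inhibitor of NF-kB signalling, by 0.62, SERF2 by 0.60, the antiproliferative gene BTG1 by 0.59, H2BC12 by 0.57 and IRF2BP2, CDKN2AIP and CITED2 by 0.56. CHLSN fell by 0.58, the pseudouridine synthase gene PUS7 by 0.56, IMPDH2 and PGLS by 0.54, the mitochondrial isocitrate dehydrogenase gene IDH2 by 0.50 ± 0.06 (adjusted p = 0.0188) and TTLL12 by 0.49. SNORA73B and RPS15 fell by 0.48, and ATAD3A and BOLA3 by 0.46.

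All 21 genes of ribosome biogenesis and MYC targets lay below 0 for the step in dose (median -0.16, adjusted p = 1.04e-09, and adjusted p = 0.0643 with an estimated correlation), and PA2G4 fell by 0.40. FOXO targets lay above 0 in 14 of 16 cases (median 0.17, adjusted p = 5.57e-06, and adjusted p = 0.0971 with an estimated correlation), and the growth-arrest gene GADD45A rose by 0.44. These 2 lists held with an estimated correlation. Histone genes (median 0.19, adjusted p = 1.12e-07, and adjusted p = 0.347 with an estimated correlation) and genes linked to DZNep or EZH2 loss (0.16, adjusted p = 0.000367, and adjusted p = 0.156 with an estimated correlation) were among the other 11 of the 13 that passed. CBS fell by 0.46, HMMR by 0.41, while TP53INP1 rose by 0.51 and FCER1G by 0.40.

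Between the doses limma called 155 probes (80 higher, 75 lower), 153 of them the same way in all 5 lines, and 3229 had an unadjusted p under 0.05. Of the 155, 72 were also called over all lines with the same direction, from fits that share arrays. The number of probes changed at least 2-fold was higher at 5 µM in 5 of 5 lines, by 229 ± 201 (SD, n = 5; exact two-sided sign-flip permutation p = 0.0625, the smallest possible). The called count was 12 without TF-1, 308 without THP-1, 91 without Mono-Mac-1, 3 without KG-1a and 8 without MOLM-14, and it was 24 with median scaling.

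The untreated arrays show the state before treatment. CDKN2A, the cell cycle inhibitor gene, had a log2 level of 8.27 in sensitive lines on the probe ILMN_1744295 and 5.97, under the filter level of 6.16, in resistant lines. The fitted gap of 2.30 did not pass (adjusted p = 0.343), and with resistant lines at background its true size is not known. The integrin gene ITGB7 (1.69 ± 0.18), ALDH4A1 (1.38), CFP, a complement regulator (1.08), and the DNA repair gene ERCC1 (0.76) were the next higher values, and MFF (-1.62), MSRB3 (-1.39), WT1-AS (-1.37), DDX60 (-1.02) and BTG3 (-0.86) the lower ones, each at adjusted p = 1. Limma called 0 probes, 599 had an unadjusted p under 0.05, and the classes did not overlap for 1830 probes (6.45%), where chance gives 10%.

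Of the lists, 7 of 34 passed the preset test in untreated cells, and each had an adjusted p of at least 0.722 with an estimated correlation. MHC class II genes were higher in sensitive lines (median 1.24, 11 of 12 above 0, adjusted p = 6.07e-06), with CD74 at 2.65 ± 1.34, and erythroid and megakaryocyte markers lay above 0 in 18 of 18 cases (median 1.12, adjusted p = 5.69e-05), with the fetal haemoglobin gene HBG1 at 2.94 ± 2.43. The latter turned to the other direction without TF-1 (adjusted p = 0.966), a line of erythroid character. Heat shock genes (0.25, adjusted p = 0.0246) and histone genes (0.28, adjusted p = 0.00786) were higher, with HSPA1A at 3.41 ± 0.81. Cholesterol and fatty acid synthesis (-0.40, adjusted p = 3.22e-05), MHC class I (-0.46, adjusted p = 0.0202) and interferon-stimulated genes (-0.42, adjusted p = 0.0246) were lower, with SCD at -1.09 and OAS2 at -1.41.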

Values the study reported

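The study reported 547 genes with a transcriptional change on D9 in sensitive but not in resistant lines by significance analysis of microarrays, with 327 going up and 220 going down.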

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

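The tests of exchanged arrays, of the sensitivity class and of cross-hybridization were chosen only after the result was seen, and the rule for splits of significance analysis of microarrays was reworded before that test ran. Of 60 sets of 6 lines examined for a line far from the others, 4 had one, where chance gives 3 (about 1 in 20). Cytokine and chemokine genes had a median of 0.353 in THP-1, above the other 5 lines, and hypoxia and glycolysis genes a median of -0.352 in Mono-Mac-1, below them. Metallothionein genes had a median of -0.792 in MV-4-11, and FOXD4 read 1.98 higher with D9 in Mono-Mac-1.

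The response of 12 gene lists differed between the classes by the preset list test. Ribosome biogenesis and MYC targets had an adjusted p of 0.000372, although the list median was -0.362 in Mono-Mac-1, a resistant line, below those of the 3 sensitive lines. MHC class II, MHC class I and cancer-testis genes had an adjusted p of 0.00894 each, the last with a median difference of 0.09 and TEX15 at 0.70. Monocyte and granulocyte differentiation and interferon-stimulated genes stood at 0.0106 each, the latter with a median difference of 0.10 and the antiviral gene MX1 at 0.56. Stem and progenitor markers, FOXO targets and metallothioneins stood at 0.0341 each, with IGLL1 at -1.34, CDKN1B, a cyclin-dependent kinase inhibitor, at 0.60 and MT2A at -0.40. The p53 targets, cytokines and chemokines, and histone genes stood at 0.0757, 0.0784 and 0.0915, with median differences of -0.13, -0.12 and -0.08. These 3 lost the call in 7, 8 and 5 of 18 alternatives, and each turned direction in 1 more, p53 targets and histone genes without Mono-Mac-1 (adjusted p of 0.832 and 0.844) and cytokines with no pairing (adjusted p of 0.978). Over all alternatives their adjusted p ran from 0.0019 to 0.832 for p53 targets, 0.00828 to 0.860 for histone genes and 0.0204 to 0.978 for cytokines. MHC class II genes and metallothioneins lost the call in 5 of 18 alternatives, and the monocyte and granulocyte, FOXO and interferon lists in 4. MHC class I genes and stem and progenitor markers lost it in 3, and cancer-testis and ribosome biogenesis genes in 1. None of the 12 held with an estimated correlation (adjusted p of at least 0.530), and limma called 0 single probes for the difference (755 at an unadjusted p under 0.05, 556 by significance analysis of microarrays with doses as samples).

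Genes of S phase and mitosis were far lower in MV-4-11 and Mono-Mac-1 than in the other 4 lines. An exchange of arrays between lines is argued against, since 11 of 11 treated arrays correlated best with the untreated array of their own line. The choice of normalization is too, since the S phase median was at most -0.896 in either line under 4 other normalizations. Each of the 4 brings the arrays to a common level or distribution, so a fault they share would not show. The sensitivity class does not account for the pattern, as Mono-Mac-1, a resistant line, read -0.866 against 0.05 in TF-1, a sensitive line. A slowing of the cycle that differs by line may underlie the pattern, as a hypothesis from the same data that was not itself tested. It stays open whether growth state or density differed between the cultures, which was not analysed here. The share of raw signal held by the brightest probes also rose most in MV-4-11 (12.0 to 14.0%) and Mono-Mac-1 (11.9 to 13.3% at 1 µM). Whether that has the same cause was not tested.

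Histone genes were higher while S phase genes were lower over the 6 lines. The choice of normalization is argued against for the 6 lines together, with a lowest list median of 0.234 under 4 other normalizations. In MOLM-14 the median was -0.00782 with median scaling and -0.099 with the authors' values. Each of the 4 brings the arrays to a common level or distribution, so a fault they share would not show. Signal near background is argued against too, since the 10 brighter members had a median of 0.44 and lay above 0 in 6 of 6 lines, against 0.115 for the 11 dimmer ones, above 0 in 4 of 6 lines. Cross-hybridization within a single family is also, since risers came from 4 families (H1, H2A, H2B and H4). A change in histone transcripts with D9 may be real, as a hypothesis, but a shift towards polyadenylated histone messages was not tested and H2BC9 fell by 0.65.

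Significance analysis of microarrays with both doses of a line as samples called 556 probes between the classes, where the fit on 6 lines called 0. All other splits of whole lines gave at least as many, 9 of 9, from 558 to 2984 with a median of 1553. The lowest are close to the real count, but the highest is several times it, which points to a structure of the samples: both doses of a line share that line's effect, which could by itself give such calls, as in simulation, where 2635 probes were called with no class effect. With 1 column per line, which allows only 20 permutations, the method called 0. Of the 10 splits, 10 gave as many, and the real classes gave the fewest, so this count shows no class effect beyond that of other groupings. A share under 0.05 was out of reach with 10 splits in any case, and the highest other split gave 2984.

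Exchanges of labels were counted for the other results. Over the 6 lines, 1 of 32 exchanges of treated and untreated within lines (the real one) gave as many as 1588 probes. The highest other gave 0. This share lies under 0.05 but is the smallest that 32 exchanges allow, so chance is unlikely rather than excluded. For the sensitive lines (real 9), the resistant lines (real 44) and the doses (real 155), only 1 of 4, 1 of 4 and 1 of 16 exchanges gave as many and the highest other gave 0 in each, and these are too few for a share under 0.05. For the difference between the classes (real 0, highest other 0) and the untreated arrays (real 0, highest other 7), 10 of 10 splits gave as many. A real count of 0 fixes that in advance, so these splits decide nothing, and 10 are also too few for a share under 0.05.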

How the results depend on the processing

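The offset of 16, the filter at the 60th percentile and the repeats of the list tests and the response size under most settings were chosen after seeing the data. No named gene that passed reversed in 1579 repeats under the alternatives, while named genes that had not passed changed sign in 42 of 5168. Called genes named for their large change had to move the same way in every line, so leaving out a line could not reverse them. Over called and uncalled named genes, 5912 repeats kept the side of the threshold, 581 lost the call, 216 gained it and 38 values moved. Among the 5912, values of called genes could differ in size. Those of uncalled genes lay within the SD between lines of the main value, which can be wide, and 41 had the other sign. Of the repeats of the list tests, 3060 kept the side of the threshold, 225 lost the call, 99 gained it, 7 passed in the other direction and 9 reversed. For lists that had not passed, the median changed sign in 242 of 2022 repeats. The difference between the classes and the untreated comparison stayed at 0 probes under each limma setting run. Where no reason is given, the cause was not tested.

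In the sensitive lines the count of 9 became 57 with no background correction, 5 with median scaling, 93 with the authors' log2 values, 136 with an offset of 16, 25 with no filter, 14 with the 60th percentile, 4 at an adjusted p under 0.05, 0 with 1 µM or 5 µM alone, 0 with no pairing and 1169 with every array within its line. Leaving out a line gave 0 to 5 (0 without TF-1, MOLM-14, MV-4-11 or Mono-Mac-1, 3 without THP-1, 5 without KG-1a). In the resistant lines the count of 44 became 7 with median scaling, 116 with the authors' log2 values, 132 with an offset of 16, 0 at an adjusted p under 0.05, 0 at 1 µM, 67 at 5 µM, 0 with no pairing and 1658 with every array within its line. Leaving out a line gave 0 to 55 (55 without KG-1a and 0 without each of the other 5). Over the 6 lines the count of 1588 became 890 with median scaling, 486 at 0.05, 514 at 1 µM, 5 with no pairing and 4547 with every array within its line, and leaving out a line gave 108 (Mono-Mac-1) to 1373 (MOLM-14), with 512 without TF-1, 869 without THP-1 and 584 without MV-4-11. Between the doses the count of 155 became 24 with median scaling, 8 with an offset of 16 and 59 at 0.05, and leaving out a line gave 3 (KG-1a) to 308 (THP-1), with 12 without TF-1, 91 without Mono-Mac-1 and 8 without MOLM-14. Counting every array treats both doses of a line as independent, and no pairing leaves the difference between lines in the error, which is the construction of those settings. For the class difference, significance analysis of microarrays gave 556 on the main values and 469 on the authors' values with no filter, 2 choices that moved together, and the t-test 946 unadjusted and 0 adjusted.

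With an estimated correlation 0 lists passed in each contrast but the dose, where 2 did. In the sensitive lines 11 of 17 lists passed at 0.05 and 10 passed without MV-4-11 (10 to 17 without a line). In the resistant lines 6 of 13 passed with no pairing and 6 without Mono-Mac-1 (6 to 18 without a line), for the difference 2 of 12 with no pairing and 6 without KG-1a (6 to 15 without a line), and in untreated cells 11 against 7 without THP-1 and 4 without MV-4-11. Reversed lists are given by adjusted p, with the range over all alternatives of that result in brackets. They were mitosis in sensitive lines at 5 µM (0.627) and without MV-4-11 (0.548; 5.99e-11 to 0.627), cytokines for the difference with no pairing (0.978; 0.0204 to 0.978) and erythroid markers in untreated cells without TF-1 (0.966; 3.24e-07 to 0.976). The 5 µM setting also lacks MV-4-11, which has no array at that dose. Without Mono-Mac-1 cholesterol synthesis (0.934; 0.00445 to 0.934) and hypoxia genes (0.989; 0.00894 to 0.989) in resistant lines reversed, as did histone genes (0.844; 0.00828 to 0.860) and p53 targets (0.832; 0.0019 to 0.832) for the difference and mitosis for the dose (0.624; 0.00115 to 0.799). The class difference in response size of 39.3 probes turned to -105.3 at 1.5-fold, -54.5 without KG-1a and -151.7 without MV-4-11 (-151.7 to 146.8 without a line). Signal over background limits genes near the filter level of 6.16, among them COL15A1 and BCL2L11.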

Other observations

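The set of small nucleolar RNAs and the neighbours of CDKN2A were examined only after their values were seen. Small nucleolar and Cajal body RNAs, most of which guide modification of ribosomal and splicing RNAs, lay below 0 over the 6 lines for 142 of 189 probes, with a median of -0.10. Of these 33 fell and 2 rose, and the set as a whole was lower by camera (p = 1.06e-09, and p = 0.0485 with an estimated correlation, on a set chosen after the result). SNORA61 fell by 1.07, SNORD80 by 0.93, SNORA18 by 0.75 and SNORA73A by 0.71, while SNORD13 rose by 2.12 and SNORD3C by 0.73. SNORD3D at 0.98 and SNORD3A at 0.79 were higher without passing. Whether the probes of this set read mature small RNAs or longer transcripts was not tested.

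The lines most alike in their response were Mono-Mac-1 and MV-4-11, a resistant and a sensitive line, whose effects correlated at r = 0.498 across probes, which are not independent replicates. MHC class II genes had their highest median change in MV-4-11 (1.04, from 1 array pair), where CD74 read 2.44 and HLA-DPA1 2.14.

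On its probe ILMN_1717714 CDKN2A read near background in untreated THP-1 and Mono-Mac-1 (5.99 and 6.07) and 6.95 in KG-1a, against 8.85 to 11.1 in the sensitive lines. On ILMN_1744295 KG-1a read near background as well (5.98 to 6.02 over its arrays), and ILMN_1757255 did so in every line. Its neighbours MTAP and KLHL9 read at most 6.59 on the 3 THP-1 arrays, against at least 8.33 in the other 5 untreated lines, while HACD4, farther away on the same side, read 11.3 in THP-1. A loss of the region in THP-1 may account for this, a hypothesis from expression alone, and it does not cover Mono-Mac-1, where MTAP read 8.76 and KLHL9 8.84, or KG-1a.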
